A study of Mus musculus with 6 samples.

How the data were processed

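RNA bound to mouse Gtsf1 (also called Asterix), a small zinc-finger protein of the piRNA pathway, was assayed by eCLIP, in which ultraviolet light joins RNA covalently to protein before the protein is purified and the RNA is sequenced. Per the labels, the protein carried a C-terminal TEV-Strep tag, was expressed from the EF-1alpha promoter of the pEF vector and was introduced by transient transfection into P19 cells, a mouse embryonal carcinoma line. Per the labels' protocols, cells were irradiated at 254 nm, lysed and treated with RNase I, and the tagged protein was captured on MagStrep beads, while part of each lysate was kept as input. The 6 libraries fell into 4 groups, which were crosslinked pull-down (n = 2), crosslinked input (n = 2), non-crosslinked pull-down (n = 1) and non-crosslinked input (n = 1).

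For each library, the authors deposited an expected count of reads per annotated feature, in which reads that matched several features of a class were split into equal fractions; the values show this splitting, and the totals of each class were whole numbers. The authors' deposited RPM values were the same counts scaled to the total of all reads of the library, reads without annotation included. A further table that the authors deposited for the whole series gives 1 enrichment ratio for each of 216085 features. How that ratio combined the libraries is not stated, and no ratio of the deposited RPM values that was tried gave it back. The aligner, the genome build, the annotation and any removal of PCR duplicates are not stated in the labels or the files. Features are therefore given by the names in the files, with no coordinates.

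The library totals ranged from 13168593 to 18418166 reads, and 1 read was worth between 0.0543 and 0.0759 RPM. Reads without annotation made up between 6.99% and 14.4% of a library. They were left out of the library sizes and tests, and kept in the totals behind RPM and class shares. Shares of single libraries carry 95% Wilson confidence intervals, and 3 reads were taken as the floor below which a value gives only a bound. Intervals and floors cover counting error only, since reads amplified by PCR are not independent molecules.

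The test was planned for either counts or normalized values, and the deposited expected counts led to the count test. Counts were rounded to whole numbers and compared between the 2 crosslinked pull-downs and the 2 crosslinked inputs with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3. Library sizes were the annotated reads, with no further scaling factors. The test covered the 39872 features with a mean of at least 1 RPM over the 4 crosslinked libraries, out of 1753368 features with any read, and these held 89.2% of the annotated reads of the 4 libraries. Features with a Benjamini-Hochberg adjusted p under 0.05 were called. Of the tested features, 12932 (32.4%) had counts identical to an earlier feature in all 6 libraries. The non-crosslinked groups had 1 library each, so no test was made with them, and their ratios are given beside the tested ones without a replicate check. Descriptive log2 ratios were taken on the log2(RPM + 1) scale, which understates the change of features with few reads. Tests on simulated counts with 200 of 39872 features changed by 2 on the log2 scale recovered 185 (92.5%) with 8 false calls among 193 with edgeR, and 183 with 21 false calls among 204 with limma. The simulated features were drawn independently, all with the same spread between replicates (negative binomial dispersion 0.0168). Real features share reads and differ in their spread, so these rates check the procedure and may not hold for the data.

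The share of reads in each of 28 annotated classes was compared with a two-sided exact permutation test of the 2 pull-downs against the 2 inputs. The 4 libraries allow 6 splits, so the smallest p is 0.333 and no share could pass 0.05. Classes with at least 5 tested features were tested as sets with camera (limma 3.58.1, preset inter-gene correlation 0.01), with fry and an estimated correlation beside it. These set tests used the rounded counts and library sizes of the edgeR fit. An alternative ran camera on log2(RPM + 0.1) values instead. A feature called higher was counted as above the non-crosslinked ratio when its log2 ratio in both same-numbered crosslinked pairs exceeded the ratio of the non-crosslinked pair. Features were named by rule. The rule took up to 5 higher and 5 lower features past the threshold with the largest absolute log2 ratio and no overlap between pull-downs and inputs, the 5 tRNA features with the highest mean in the crosslinked pull-downs, Gtsf1, and each class with at least 1% of the reads of any library. That features with identical counts were named once, that the Gtsf1 feature of the pre-mRNA class stood for the gene, and that other classes, anticodon groups and features were named was decided after their values were seen.

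The groups, the test, its threshold, the filter, the naming rule and most alternatives were fixed before the data were examined. Those alternatives were other filters, other pseudocounts, TMM factors, centring on the median, a replicate block, all 6 libraries in 1 fit, limma with and without a trend, DESeq2 1.42.0, rRNA left out, and each crosslinked library left out in turn. The alternatives chosen after the data were seen were library sizes that include unannotated reads, identical features counted once, copies summed (tRNA genes per anticodon, repeat copies per subfamily, exons and introns per gene), unannotated reads left out of the class totals, and limma-trend on log2(RPM + 1) in place of the count test. A list of 7 other RNA polymerase III transcripts was written down after the tRNA result was seen. The table of gene names supplied with the series was not used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 served for the summaries and plots.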

Results

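Reads from 6 eCLIP libraries of Strep-tagged Gtsf1 in transfected P19 cells were counted over annotated features. The crosslinked inputs held 17462881 and 18418166 reads, the crosslinked pull-downs 16117001 and 15826236, the non-crosslinked input 14151141 and the non-crosslinked pull-down 13168593. Each crosslinked group had 2 libraries and each non-crosslinked group had 1, so values of the non-crosslinked libraries have no replicates. Counts of replicates differed by more than counting error, with a chi-square per degree of freedom of 7.53 between the inputs and 11.1 between the pull-downs. Across features, which are not independent replicates, the log2 values of replicates had a Pearson correlation of 0.980 for the inputs and 0.961 for the pull-downs.

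The transfected gene was examined in every library as a check of the labels. The Gtsf1 feature of the pre-mRNA class, which has no coordinates in the files, had 46.9 and 46.3 RPM in the crosslinked inputs, 49.2 RPM in the non-crosslinked input, 102.0 and 210.3 RPM in the crosslinked pull-downs, and 40.6 RPM in the non-crosslinked pull-down. The mean was 156 ± 76.6 RPM in the crosslinked pull-downs and 46.6 ± 0.453 RPM in the crosslinked inputs (SD, n = 2 each). edgeR gave a log2 ratio of 1.84 with a standard error of 0.36 and an adjusted p of 0.0249, and both pull-downs lay above both inputs. The log2 ratio of the non-crosslinked pull-down over its input was -0.27. Summed over all 101 Gtsf1 features, whose exons share reads, the log2 ratio was 1.74 in the crosslinked and -0.34 in the non-crosslinked libraries. Reads of the transfected construct and of the endogenous gene are not separated in these counts.

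The composition of the pull-down was compared with that of the input by class of RNA. The tRNA class held 0.105% of the reads in each crosslinked input (95% Wilson intervals 0.103 to 0.106% and 0.104 to 0.107%), 0.338% in crosslinked pull-down 1 (0.335 to 0.340%) and 0.903% in crosslinked pull-down 2 (0.899 to 0.908%). The mean share was 0.620 ± 0.400% in the crosslinked pull-downs and 0.105 ± 0.000221% in the crosslinked inputs (SD, n = 2 each), a ratio of 5.91. Against the mean input, the ratio was 3.22 for pull-down 1 and 8.61 for pull-down 2, so its size depended on the library while both pull-downs lay above both inputs. The exact permutation test gave a two-sided p of 0.333, the smallest that 2 libraries against 2 allow (Benjamini-Hochberg adjusted over the 28 classes, 0.346). In the non-crosslinked libraries the tRNA share was 0.114% in the input (0.112 to 0.115%) and 0.0915% in the pull-down (0.0898 to 0.0931%), a ratio of 0.805.

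Among the classes with at least 1% of the reads of any library, rRNA held 58.5 ± 0.386% of the reads in the crosslinked pull-downs and 59.9 ± 0.955% in the crosslinked inputs (SD, n = 2 each here and below), and this difference reversed when unannotated reads were left out of the total (ratio 0.976 with them and 1.04 without). Introns held 13.9 ± 0.767% against 15.8 ± 0.669%, exons 5.31 ± 0.0284% against 5.81 ± 0.346%, and snRNA 2.23 ± 0.338% against 4.08 ± 0.980%. The snoRNA share was 1.29 ± 0.249% against 1.60 ± 0.166%, and the pre-mRNA share was 0.803 ± 0.0268% against 1.20 ± 0.122%. Unannotated reads made up 13.5 ± 1.15% of the crosslinked pull-downs against 7.92 ± 1.32% of the inputs, a ratio of 1.71, and this ratio was 1.85 in the non-crosslinked libraries. LTR elements held 0.931 ± 0.0686% against 0.952 ± 0.0812%, a difference smaller than the spread between replicates. The subfamily MMETn-int held 35.9% of the LTR reads in the crosslinked inputs and 18.2% in the crosslinked pull-downs. Without it the LTR ratio was 1.25 with crosslinking (1.28 for pull-down 1 and 1.21 for pull-down 2) and 1.51 without crosslinking. For each of these classes but LTR elements (permutation p of 0.667), the pull-downs did not overlap the inputs, and the exact permutation p was 0.333. By chance, 33.3% of splits separate the groups in this way. In the non-crosslinked libraries, which have no replicates, the ratio of pull-down over input was 1.01 for rRNA, 0.673 for introns, 0.861 for exons, 0.484 for snRNA, 0.659 for snoRNA, 0.782 for pre-mRNA and 0.890 for LTR elements.

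Among smaller classes, LINE elements rose from 0.406 ± 0.0110% to 0.770 ± 0.00549%, a ratio of 1.90, and the ratio was 2.81 without crosslinking. DNA transposons had a ratio of 2.71 with and 2.29 without crosslinking, and the ratio was 3.47 for crosslinked pull-down 1 and 1.96 for pull-down 2. A single subfamily, FordPrefect, held 76.9% of their reads in the crosslinked pull-downs and 59.9% in the inputs, and without it the ratios were 1.56 with and 1.54 without crosslinking. As subfamilies with copies summed, edgeR called 37 of 110 DNA transposon subfamilies higher. SINE elements had ratios of 1.32 with and 1.37 without crosslinking. Mitochondrial tRNA had a ratio of 1.72 with and 0.677 without crosslinking. The remaining smaller classes went different ways. Long non-coding RNA (ratio 2.16 with and 1.47 without crosslinking) and pri-miRNA (3.06 and 3.66) were among those that rose in both comparisons. Ribozymes rose with crosslinking (1.23) and fell without it (0.741). Several more classes fell in both comparisons. Among them were piRNA clusters (ratio 0.328 with and 0.278 without crosslinking), miRNA (0.295 and 0.203) and miscellaneous RNA (0.492 and 0.253). The fall of the piRNA cluster share, from 0.638% to 0.210% with crosslinking, came mostly from a few clusters. Clusters chr5-qF.16 and chr9-qC.25 had means of 2990.5 and 1238 RPM in the crosslinked inputs, and 89.6 and 14.9 RPM in the pull-downs. Of 253 clusters tested, edgeR called 17 higher and 17 lower. The set test with camera did not place the class past the threshold (adjusted p 0.758).

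**Figure D1:**
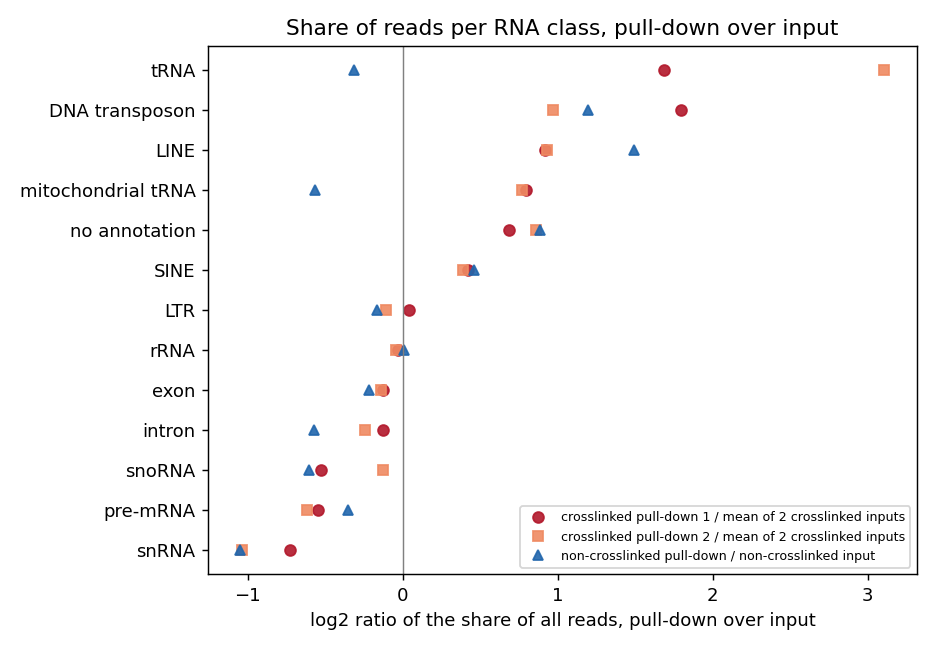
Log2 ratio of the share of all reads, pull-down over input, for 13 RNA classes, with 1 point for each crosslinked pull-down against the mean of the 2 crosslinked inputs and 1 for the non-crosslinked pull-down against its input. The tRNA share lay at 1.69 and 3.11 with crosslinking and at -0.31 without, whereas LINE and SINE elements, DNA transposons and unannotated reads were above 0 in all 3 ratios.

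Single features were then compared between crosslinked pull-down and input. edgeR called 2556 features higher and 1384 lower in the pull-down among 39872 tested (adjusted p under 0.05), and 9092 had an unadjusted p under 0.05. The alternative that moved both counts most was the absence of a filter on low values, under which 942743 features were tested and none was called, with 41817 at an unadjusted p under 0.05. The number of lower features depended on the scaling, at 634 with TMM factors and 2213 with library sizes that include unannotated reads. The median log2 ratio of all tested features was -0.21. Calls went mostly upward in LINE elements (325 higher and 4 lower of 411 tested), SINE elements (153 and 9 of 194) and DNA transposons (39 and 1 of 46). They went both ways as single copies in LTR elements (228 and 224 of 795), although with copies summed 186 of 402 LTR subfamilies were called higher and 7 lower. They also went both ways in exons (430 and 395 of 9173), introns (770 and 274 of 24941), rRNA (137 and 46 of 262), snRNA (40 and 14 of 161) and snoRNA (68 and 77 of 363). Pre-mRNA features went mostly downward (12 and 293 of 2561).

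The class of tRNA had been chosen for the comparison beforehand, because work on this protein points to that class. The choice was therefore not independent of what is known of the protein. Of 260 tRNA features tested, edgeR called 233 higher and 0 lower, and 259 were higher when adjusted over the list alone. At an unadjusted p under 0.05, 259 were higher and 0 lower. In 259 of the 260, both pull-downs lay above both inputs. The median log2 ratio of tRNA features was 1.96, with 1.62 for pull-down 1 and 2.55 for pull-down 2 (SD between them 0.66, n = 2), against 0.41 in the non-crosslinked libraries. In 49 of these features both inputs held 3 reads or fewer. The median log2 value of the plain RPM ratios, with those features at their bound, was 3.82. The pseudocount moved the median most upward, to 3.81 with the smallest value as pseudocount, and the absence of a filter moved it down to 0.044. Single tRNA genes of a family share reads that the counting split, so the genes below are uncertain as single genes.

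The 5 tRNA features with the highest mean in the crosslinked pull-downs were tRNA-Ala-AGC-3-1, tRNA-SeC-TCA-1-1, tRNA-Asp-GTC-2-1, tRNA-Ala-TGC-2-1 and tRNA-Ala-CGC-1-2, and in each both pull-downs lay above both inputs. tRNA-Ala-AGC-3-1 had 302 ± 237 RPM in the pull-downs and 9.64 ± 1.69 RPM in the inputs (SD, n = 2 each), with an edgeR log2 ratio of 5.07 (SE 0.64, adjusted p 0.00424) and a non-crosslinked log2 ratio of -0.04. tRNA-SeC-TCA-1-1 had 230.0 ± 149 RPM against 6.59 ± 0.642 RPM, with an edgeR log2 ratio of 5.22 (SE 0.54, adjusted p 0.00163) and a non-crosslinked log2 ratio of 0.62. tRNA-Asp-GTC-2-1 had 225 ± 172 RPM against 25.2 ± 0.517 RPM, with an edgeR log2 ratio of 3.26 (SE 0.56, adjusted p 0.0163) and a non-crosslinked log2 ratio of -0.34. tRNA-Ala-TGC-2-1 had 189.6 ± 139 RPM against 47.4 ± 0.383 RPM and did not pass the threshold in edgeR (log2 ratio 2.10, SE 0.51, adjusted p 0.0567), although it was called with DESeq2, with library sizes that include unannotated reads, and with identical features counted once. tRNA-Ala-CGC-1-2 had 171 ± 123 RPM against 37.1 ± 3.98 RPM and was just past it (edgeR log2 ratio 2.30, SE 0.52, adjusted p 0.0423), and it was not called under 8 of the alternatives. The non-crosslinked log2 ratios of tRNA-Ala-TGC-2-1 and tRNA-Ala-CGC-1-2 were -1.34 and -1.18.

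To set aside the splitting of reads between gene copies, tRNA genes were summed by anticodon, and 48 groups reached the mean of 1 RPM and were tested, 47 by anticodon and 1 of genes with no anticodon in the name. The groups Ser-GGA, Gly-ACC and Ile-GAT fell under the minimum and were not tested. edgeR called 47 of the 48 tested groups higher in the pull-down and none lower, and the exception was Glu-TTC (edgeR log2 ratio 1.34, SE 0.42, adjusted p 0.0831, higher in both pull-downs). The log2 ratios of summed RPM ranged from 1.04 to 7.09 over the tested groups, and were 0.27, 0.24 and 0.20 for Ser-GGA, Gly-ACC and Ile-GAT. The group with the highest ratio was Gln-CTG, with 295 ± 170.5 RPM in the pull-downs against 1.06 ± 0.769 RPM in the inputs (SD, n = 2 each), a log2 ratio of 7.09 on the log2(RPM + 1) scale, and an edgeR log2 ratio of 8.24 (SE 0.59, adjusted p 5.78e-05). It was followed by His-GTG at 6.25, Gln-TTG at 5.99, Lys-TTT at 4.86 and SeC-TCA at 4.76. The group with the most reads was Asp-GTC, with 1847 ± 1394 RPM against 441 ± 64.8 RPM, a log2 ratio of 1.83. Asp-GTC made up 29.8% of the tRNA reads in the crosslinked pull-downs and 42.0% in the inputs. All 48 tested groups were higher in pull-down 2 than in pull-down 1, with a median ratio of 2.17, and the untested Ile-GAT was lower, at 0.255. In the non-crosslinked libraries, 9 of the tested groups were lower in the pull-down than in the input, among them Asp-GTC at a log2 ratio of -0.88, while Lys-TTT had 4.33, His-GTG 4.00 and Gln-CTG 2.57.

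**Figure D2:**
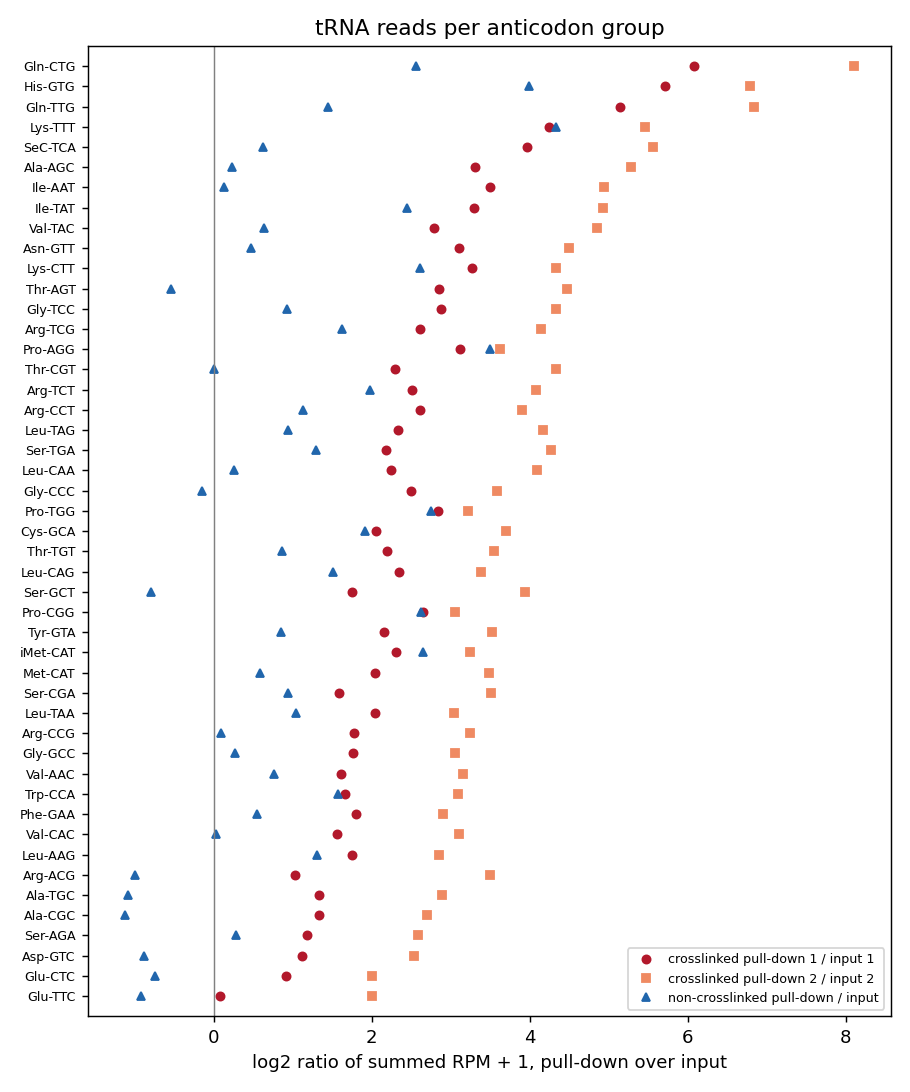
Log2 ratio of pull-down over input, on log2(RPM + 1), for the 47 tested anticodon groups of tRNA, with the 2 crosslinked pairs and the non-crosslinked pair as separate points. Of the 48 tested groups, which include the group of genes with no anticodon in the name, 45 lay above the non-crosslinked ratio in both crosslinked pairs.

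The non-crosslinked pull-down shows what the beads, with the tagged protein on them, hold without a covalent bond. Retention by the beads and by the protein are not separated in it. The features called higher were compared with it. Of the 2556, 1122 had a log2 ratio above that of the non-crosslinked pair in both crosslinked pairs, and 299 were above it by 1 or more in both. Chance gives 33.3% for the first criterion, and 65.1% of all tested features met it, so the first count does not set the called features apart. The second criterion was met by 1.30% of all tested features. Of the 299, 143 were tRNA features and 156 were of other classes. Among the 233 tRNA features called higher, 223 met the first criterion and 143 the second. Among the 2323 other features called higher, 899 met the first and 156 the second. The median log2 ratio of tRNA features called higher was 2.09 with and 0.57 without crosslinking. For LINE elements called higher these medians were 2.14 and 2.05, and for all features but tRNA they were 1.63 and 1.64. A non-crosslinked log2 ratio of at least 1 was found in 68 of the 233 tRNA features called higher, in 297 of the 325 LINE elements, in 1687 of the 2323 features other than tRNA (72.6%), and in 5.26% of all tested features. None of these differences between crosslinked and non-crosslinked ratios was tested, because 1 non-crosslinked pair gives no replicate error.

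**Figure D3:**
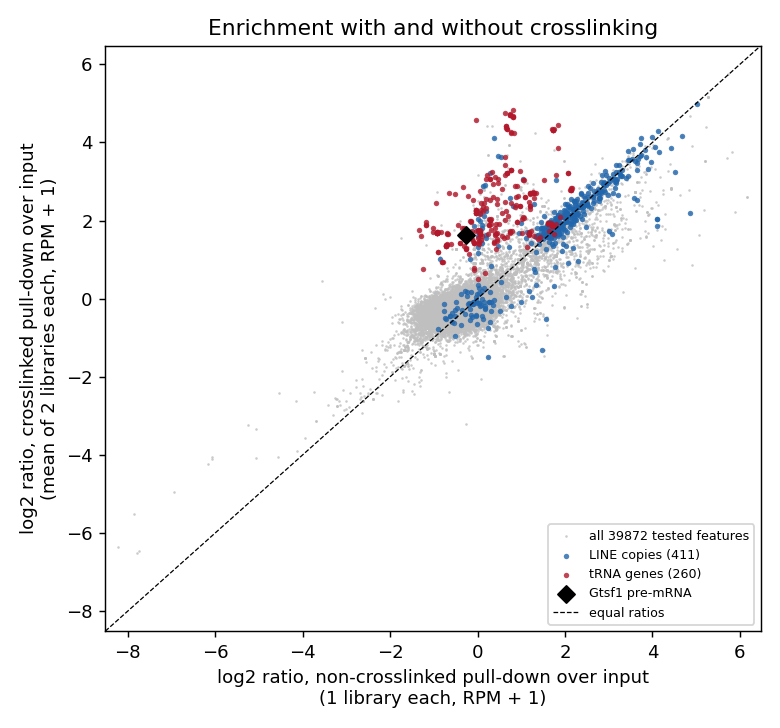
Log2 ratio of pull-down over input in the crosslinked libraries (y axis, mean of 2 libraries each) against the same ratio in the non-crosslinked libraries (x axis, 1 library each), on log2(RPM + 1), with 1 point for each of 39872 tested features, 411 LINE copies and 260 tRNA genes in colour, and Gtsf1 at 1.63 and -0.27. The LINE copies had a median of 1.94 with and 1.84 without crosslinking and lay along the line of equal ratios, and the tRNA genes had 1.96 and 0.41.

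The named features with the largest log2 ratios in the pull-down were tRNA-Gln-CTG-1-1, tRNA-Gln-CTG-6-1, tRNA-Gln-9909, tRNA-Gln-TTG-5-1 and a LINE copy, Lx6_dup11860 of the L1 family. All had inputs at or under 3 reads, so that their ratios are bounds. tRNA-Gln-CTG-1-1 had 21.1 ± 11.6 RPM in the pull-downs and was at least 123-fold higher than the inputs (SD, n = 2, edgeR log2 ratio 11.53, SE 1.05, adjusted p 0.00221). The bounds were 122-fold for tRNA-Gln-CTG-6-1, 113-fold for tRNA-Gln-9909 and 112-fold for tRNA-Gln-TTG-5-1. The LINE copy had 18.8 ± 2.74 RPM and was at least 109-fold higher (edgeR log2 ratio 11.36, SE 0.48, adjusted p 0.000355). Without crosslinking, the LINE copy was at least 77.6-fold higher in the pull-down, whereas tRNA-Gln-CTG-1-1 was at least 2.81-fold higher.

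The named features with the largest fall in the pull-down were antisense RNA B930036N10Rik-2, antisense RNA B930036N10Rik, and the piRNA clusters chr9-qC.25, chr4-qD1.24 and chr5-qF.16. The 2 antisense features share most of their reads, and whether the counting used strand is not stated. B930036N10Rik-2 had 2.72 ± 2.01 RPM in the pull-downs and 319.7 ± 88.2 RPM in the inputs (SD, n = 2 each), an edgeR log2 ratio of -6.77 (SE 0.58, adjusted p 0.000764), and a non-crosslinked log2 ratio of -7.80. Cluster chr9-qC.25 had 14.9 ± 7.99 RPM against 1238 ± 329 RPM, an edgeR log2 ratio of -6.27 (SE 0.49, adjusted p 0.000557), and a non-crosslinked log2 ratio of -8.22. The edgeR log2 ratio of chr4-qD1.24 was -5.15. Cluster chr5-qF.16 had 24.2 and 155 RPM in the pull-downs and 2990.5 ± 1191 RPM in the inputs, and its edgeR log2 ratio of -4.96 (SE 0.91, adjusted p 0.0201) depended on the pull-down. On the log2(RPM + 1) scale, its ratio was -5.52 over all libraries, -6.83 without pull-down 2 and -4.20 without pull-down 1. For chr4-qD1.24 and chr5-qF.16, the non-crosslinked log2 ratios were -6.93 and -7.86. Of the 1384 features called lower, 1345 (97.2%) were also lower in the non-crosslinked pull-down than in its input, as were 84.3% of all tested features.

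Classes were also tested as sets. camera placed 17 of 23 classes past an adjusted p of 0.05, 15 upward and 2 downward, with tRNA at 1.26e-110 and LINE elements at 1.84e-140. Under fry, 3 of them passed, which were DNA transposons (0.000757), SINE elements (0.00142) and LINE elements (0.00215). With an estimated correlation 2 passed, DNA transposons and SINE elements (0.0421 each). The tRNA class did not pass under either (adjusted p 0.107 with fry and 0.337 with an estimated correlation), so its camera call rests on the preset correlation.

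The authors' deposited table of enrichment ratios, whose formula is not stated, listed 322 tRNA features with a median of 20.9, and all of these were above 1. The median over its 216085 features was 1.37. It placed 148 tRNA features among its 1000 highest values. LINE elements had a median of 1.75, SINE elements 3.23 and pre-mRNA features 0.740 in that table. The highest values in the authors' deposited table belonged to the LINE copies L1_Mus1_dup15743 (4055) and L1_Mus4_dup5757 (3973), followed by tRNA-Gln-CTG-5-1 (3545). Gtsf1 had 6.66 and ranked 5469. Across the 37689 tested features with a value there, the Spearman correlation was 0.704 with the crosslinked log2 ratio and 0.683 with the crosslinked less the non-crosslinked log2 ratio, and features are not independent replicates.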

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

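The explanations in this part, and the values set against them, were chosen after the results were seen. Some of those values come from planned tests. These are the edgeR calls of single features, the set tests, and the scalings by TMM factors, by centring and with rRNA left out. In each result here, both crosslinked pull-downs moved one way against both crosslinked inputs and the non-crosslinked pull-down moved the other way against its input. With 1 non-crosslinked pair, the difference itself was not tested. For single features the crosslinked value is the edgeR log2 ratio and the non-crosslinked one is on the log2(RPM + 1) scale.

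The log2 ratio of the tRNA share was 2.56 in the crosslinked libraries and -0.31 in the non-crosslinked ones. Most tRNA features did not fall without crosslinking. Of the 260 tested, 78 were lower in the non-crosslinked pull-down, where the median log2 ratio was 0.41, as were 9 of the 48 tested groups. Of the tRNA features named in the report, the same opposition was seen for tRNA-Ala-AGC-3-1 (5.07 and -0.04), tRNA-Asp-GTC-2-1 (3.26 and -0.34), tRNA-Ala-TGC-2-1 (2.10 and -1.34) and tRNA-Ala-CGC-1-2 (2.30 and -1.18). The first value of tRNA-Ala-TGC-2-1 did not pass the threshold, and the non-crosslinked value of tRNA-Ala-AGC-3-1 was close to 0. Retention without crosslinking, by the beads or the tagged protein on them, is argued against as the whole cause. Of 48 tested tRNA groups, 45 rose more in both crosslinked pairs than in the non-crosslinked pair. The exceptions were Lys-TTT, Pro-AGG and iMet-CAT, for which retention stays open. Scaling by the reads of other classes is argued against, since at least 225 tRNA features were called higher under each of 4 other scalings. Splitting of reads between gene copies is argued against, since 47 groups were called higher as sums. A gain over input of small structured RNA in general is argued against by the snRNA share, whose log2 ratio was -0.87. The shares of snRNA, snoRNA, scaRNA, miRNA and the miscellaneous class (which includes 7SL, Y and vault RNA) were lower in both pull-downs, 5 of 7 classes, whereas those of mitochondrial tRNA (0.78) and ribozymes (0.30) were higher. By number of features rather than reads, camera placed snRNA, snoRNA and miRNA upward (adjusted p 0.00188, 0.0399 and 0.0401), calls that did not hold under fry or an estimated correlation. A gain over input of all RNA polymerase III transcripts is argued against by 5 of 7 listed RNAs that were lower in both pull-downs. Those 5 were Rn7s1, Rn7s2, Rny1, Rny3 and Rpph1, with log2 ratios from -1.31 to -0.81. Rn7s1 and Rn7s2 had nearly the same RPM in every library, so they are close to 1 observation. Vaultrc5 (1.89, with -0.85 in the non-crosslinked libraries) and Rmrp (0.50, with -0.20) were higher in both. edgeR called Rn7s1 and Rn7s2 lower (adjusted p 0.0293 and 0.0309) and Vaultrc5 higher (0.0248), and the other listed RNAs did not pass. The called RNAs thus went both ways, and a gain of some of the listed RNAs stays open. Set against the non-crosslinked libraries, however, these RNAs went mostly the same way as tRNA. The ratio was above the non-crosslinked one in both crosslinked pairs for 6 of the 7 listed RNAs (all but Rny3), with a median difference of 0.81 on the log2 scale against 2.14 over the tested tRNA groups. It was above it in both pull-downs for 6 of the 7 small RNA classes, all but scaRNA. That RNA polymerase III transcripts, or small structured RNA in general, were held better with crosslinking than without it therefore stays open, since the sets are small and 65.1% of all tested features met the criterion for pairs. Also open is a difference in preparation between the crosslinked pull-downs and the single non-crosslinked one. The non-crosslinked input had 1.08 times the tRNA share of the crosslinked inputs. It differed more in other classes, such as introns (9.09% against 16.3% and 15.4%) and SINE elements (0.206% against 0.553% and 0.537%). Its snRNA and unannotated shares lay between those of the crosslinked inputs. No second non-crosslinked pull-down shows how far such a library varies. Binding of tRNA by the tagged protein is a biological hypothesis that these data leave open, and they include no pull-down from cells without the tagged protein.

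The Gtsf1 feature had a log2 ratio of 1.84 in the crosslinked and -0.27 in the non-crosslinked libraries. Retention of its RNA or of plasmid DNA without crosslinking would raise the non-crosslinked ratio, and the sum of all Gtsf1 features there was -0.34. This is 1 gene in 1 pair of libraries, so retention and binding cannot be told apart here. Binding of the protein to its own transcript, or capture of the transcript with the protein being made on it, is a biological explanation that was not tested.

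The log2 ratio of the mitochondrial tRNA share was 0.78 in the crosslinked and -0.56 in the non-crosslinked libraries. Cytosolic tRNA reads counted as mitochondrial are argued against, since the mitochondrial tRNA share in pull-down 2 was 0.980 times that in pull-down 1 while the tRNA share was 2.68 times higher. No biological explanation was tested.

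The log2 ratio of the rRNA share was -0.035 in the crosslinked and 0.007 in the non-crosslinked libraries, both small. The fall in the crosslinked libraries is consistent with displacement by unannotated reads, since among annotated reads the rRNA share was higher in the crosslinked pull-downs (67.7 ± 0.451%) than in the inputs (65.1 ± 1.97%, SD, n = 2 each), a ratio of 1.04. Among annotated reads it was also higher in the non-crosslinked pull-down (81.5%) than in its input (75.4%), a ratio of 1.08, so that the opposite directions were seen only with unannotated reads in the total. Displacement does not account for the non-crosslinked value by itself, since the unannotated share rose there by a ratio of 1.85, against 1.71 with crosslinking, without a fall in rRNA. With 1 non-crosslinked pair, what set the libraries apart stays open. No biological explanation was tested.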

How the results depend on the processing

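The settings with library sizes that include unannotated reads, identical features counted once, copies summed, unannotated reads left out of the class totals, and limma-trend at a pseudocount of 1 RPM were chosen only after the results were seen. Leaving out a crosslinked library leaves an arm of 1, so the counts of called features were not recomputed without each library.

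The count of features higher in the crosslinked pull-down was 2556, and ranged from 1778 to 2762 under 13 other settings. It was 551 of 5928 features with a mean of at least 5 RPM, where fewer features were tested, and 0 with no filter. With no filter 41817 of 942743 features had an unadjusted p under 0.05, and adjusting the same fit over the 39872 features alone gave 1946 higher and 493 lower. The correction over more features is therefore part of the cause. The count of tRNA features called higher was 233 of 260, and ranged from 214 to 253 under 12 other settings. It was 92 of 118 with the minimum of 5 RPM, 47 of 48 with copies summed, and 0 of 608 with no filter, where 348 were called when adjusted over the list alone.

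The count of features lower in the pull-down was 1384 and moved under more settings. It lay between 970 and 1657 under 5 of them. It was 634 with TMM factors, 907 with rRNA left out, 2213 with library sizes that include unannotated reads, 407 with the minimum of 5 RPM, 703 with copies summed, and 0 with no filter. It was 239 with DESeq2, 2318 with limma-trend at a pseudocount of 1 RPM, 2106 at 0.1 RPM, and 2309 without the trend. For the scalings the cause lies in a shift of all features, since the median log2 ratio moved by 0.20 with TMM factors, by 0.11 with rRNA left out and by -0.09 with unannotated reads included; for the limma settings the cause was not tested. Of all calls, 64.9% were higher in the edgeR fit, 81.3% with TMM factors, 53.6% with unannotated reads included and 91.3% with DESeq2, whose size factors moved the median by 0.21. No tRNA feature was called lower under any setting run. Of the 2556 higher calls, 2539 were shared with TMM factors and 2327 with DESeq2.

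The median log2 ratio of tRNA features was 1.96. It was 3.51 with a pseudocount of 0.1 RPM and 3.81 with the smallest value, since a smaller pseudocount compresses features with few reads less. It was 2.69 with the minimum of 5 RPM and 0.044 with no filter, which adds tRNA genes with few reads. It ranged from 1.62 without pull-down 2 to 2.55 without pull-down 1 across the 4 values that each left out one library. With TMM factors, centring or rRNA left out it lay between 2.09 and 2.59. The ratio of the tRNA share was 5.91, lay between 5.69 and 6.33 with other totals, and ranged from 3.22 without pull-down 2 to 8.61 without pull-down 1. The log2 ratio of Gtsf1 was 1.84, and lay between 1.63 and 2.06 and past the threshold under 14 other settings, 9 of the settings for this gene having been added after the results were seen. With no filter it was 1.84 and no longer past the threshold, and the cause was not tested for this gene. On the log2(RPM + 1) scale, where it was 1.63 over all libraries, it ranged from 1.11 without pull-down 2 to 2.15 without pull-down 1 when each crosslinked library was left out in turn.

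The set test placed 17 of 23 classes past the threshold with camera on the counts. It placed 16 with camera on log2(RPM + 0.1) values, a change of both the data scale and the pseudocount. It placed 2 with an estimated correlation, where 4 had an unadjusted p under 0.05, and 3 with fry, where 10 had. These tests allow for correlation between the features of a class, which camera presets.

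The crosslinked pull-downs and inputs share the numbers 1 and 2 in the labels, which state no shared batch. The deviations of same-numbered libraries correlated across features with a Pearson r of 0.11 (0.07 among features with at least 5 RPM). The Spearman correlation was 0.16, and 0.21 among features with at least 5 RPM. With the replicate block, 2532 features were higher, 1657 lower and 214 tRNA features higher, the log2 ratio of Gtsf1 was 1.74, and camera placed 15 classes and fry 0 classes past the threshold (5 with an unadjusted p under 0.05). Of the named features, chr5-qF.16 and tRNA-Ala-CGC-1-2 were not called with the block.

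The count of features above the non-crosslinked ratio was 1122 and ranged from 898 to 1441, and the count above it by 1 or more was 299 and lay between 321 and 443 under the alternatives.

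The share of LTR elements reversed to a ratio of 1.04 when unannotated reads were left out of the total. It moved the other way, to 0.788, over features with a mean of at least 1 RPM. The LTR ratio ranged from 0.922 to 1.04 when 1 library was left out. It passed 1 without pull-down 2 (1.03) and without input 1 (1.04). The rRNA share reversed to 1.04 with unannotated reads left out, because the unannotated share itself rose. Among the shares of classes other than tRNA, 15 of 34 values moved by more than the spread between replicates and 17 did not. For the named features other than Gtsf1, 190 of 215 calls were the same, 22 were lost and 3 were gained. With no filter all 14 of those called were lost, and the other losses were chr5-qF.16 with the block and tRNA-Ala-CGC-1-2 under 7 further settings. Leaving out 1 library changed the direction of none of the named features.

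The depth limits single features more than classes. In 49 of the 260 tRNA features both inputs held 3 reads or fewer, so these ratios are bounds.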

Other observations

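All tests in this part were chosen after the results were seen.

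The tRNA share differed between the crosslinked pull-downs, at 0.338% and 0.903%, a ratio of 2.68. Depth or scaling of the libraries is argued against, since the median log2 ratio of pull-down 2 over pull-down 1 was 0.015 over features other than tRNA called higher, and 0.91 over tRNA features called higher. A higher recovery of crosslinked RNA in pull-down 2 may contribute. Over the 156 features other than tRNA that were above the non-crosslinked ratio by 1 or more, the median was 0.57, with quartiles of -0.22 and 1.02 and 102 above 0. These features were selected with the same pull-downs and went both ways, so this explanation stays open. No biological explanation was tested.

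The features other than tRNA that were called higher may largely reflect retention without crosslinking, by the beads or the tagged protein on them. Of these features, 72.6% had a non-crosslinked log2 ratio of at least 1, against 5.26% of all tested features. In the features so retained, the median log2 ratio was 0.06 for the crosslinked over the non-crosslinked pull-down, and 0.01 for pull-down 2 over pull-down 1. Splitting of reads between repeat copies is argued against for LINE elements, since 96 of 121 subfamilies were called higher as sums, each with a non-crosslinked log2 ratio above 0. The median over LINE subfamilies was 0.94 with and 1.15 without crosslinking. Whether the protein binds some of these RNAs stays open.

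Features called lower are consistent with a loss that needs no crosslinking, since 97.2% of them had a non-crosslinked log2 ratio below 0, against 84.3% of all tested features. No biological explanation was tested.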
